A study of Mus musculus with 16 samples.

How the data were processed

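RNA was measured by sequencing in 16 libraries from mouse stomach, 4 in each of 4 groups. Per the labels' protocols, RNA came from a 4 mm biopsy of the lesser curvature of the gastric corpus of female mice aged 8 weeks, was extracted in TRIzol, and was made into Illumina TruSeq libraries. Groups and replicate numbers were taken from the sample titles. WT and TTP name the genotype, and A and S name the treatment. A is adrenalectomy, the removal of the adrenal glands, which the label gives as the cause of gastric inflammation. The treatment label of S names spasmolytic polypeptide-expressing metaplasia (SPEM), a mucous cell lineage that appears in injured corpus glands. What the letter S stands for, and whether S mice had an operation, is not stated in the labels, so S is used here only as the name of a group.

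The authors deposited 1 table of whole-number counts of reads per gene symbol, named per the file name after the counting program featureCounts. The aligner, the genome build, the annotation, the strandedness and any filter are not stated in the labels or in the table. No coordinates are therefore given, and genes that overlap or share reads with a near-identical copy could have been counted together. The table held 24964 gene symbols. No column was left without a sample. Total counts ranged from 17453930 to 25849472 per library, and 17607 to 18377 genes had at least 1 count in a library. These counts carry no molecular identifiers, so limits set by a count of 3 or fewer cover counting error only.

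Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, which left 15385 genes. Libraries were scaled with the trimmed mean of M-values (TMM), and a quasi-likelihood model with a mean for each group was fitted over all 16 libraries. From this fit came 4 pairwise contrasts and the genotype by treatment interaction. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 are referred to as called. Each standard error (SE) is the one implied by the fold change and its test statistic. Expression is given as CPM, the counts of a gene relative to the library total scaled by TMM, as mean ± SD over 4 libraries. Zfp36 was also tested by exact two-sided permutation of log2 CPM.

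Marker or target genes were taken from general knowledge in 12 lists. They covered SPEM and mucous neck cells, parietal cells, chief cells, macrophages, T cells, B and plasma cells, neutrophils, eosinophils, reported TTP target transcripts, the interferon response, proliferation and glucocorticoid-responsive genes. Lists of other tissues, namely forestomach squamous epithelium, exocrine pancreas, adipose tissue and smooth muscle, were added to weigh what else a biopsy could carry. Each of the 12 lists was tested in 5 contrasts with the rotation test fry of limma 3.58.1, on log2 CPM with a prior count of 2, and the 60 p-values were adjusted together. A list score is the mean log2 CPM of its tested members in a library. The lists, the designs and the rule for naming genes were fixed before the data were examined. The rule named Zfp36, members of the lists, and for each contrast the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean CPM of at least 1 in the higher group and, for pairwise contrasts, no overlap between the groups. Gene segments of immunoglobulins and T-cell receptors and unnamed gene models were passed over. Genes named outside this rule are said to be chosen after their values were seen.

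Symbols were matched to the longest transcript of the GENCODE mouse annotation, and to no coordinates, to obtain transcript GC content and length. Of the genes tested, 15211 (98.9%) had a value. The deviation of each library from the gene medians was correlated with GC content across the 11493 genes with a mean log2 CPM over 2, and a Spearman rho over 0.5 set a library apart. This check found 2 libraries, both in WT-A, so the edgeR contrasts and the list tests by fry were also computed in the other 14 libraries. All libraries were checked for Xist (9835 to 27512 counts) and for 4 genes of the Y chromosome, which summed to 1 count over all libraries. The 24 pairs of libraries within groups differed by a chi-square per degree of freedom of 4.74 to 93.8, so each library was used as a separate replicate.

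Alternatives named in advance were size factors of DESeq2 1.42.0, other filters on low counts, the DESeq2 Wald test, limma voom with sample weights, a fit of only the groups compared, the replicate number as a block, a minimum log2 fold change of 1, the set test camera, and leaving out each library in turn. Alternatives chosen after seeing the data were the 14 libraries, a term for the pair set apart by GC content, offsets from a loess curve on GC content (span 0.5), the squamous score as a covariate, and the newer quasi-likelihood fit of edgeR.

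The procedures were tested on simulated data. Counts were drawn for 15385 genes from the real means and library sizes, with 200 genes changed by a log2 fold change of 1. edgeR called 182 (91.0%) of these and 7 unchanged genes, and called 2 and 0 genes in 2 contrasts without change. The interaction test called 72.5% of the changed genes. fry called 10 of 10 lists that held raised genes and 1 of 50 tests of unchanged lists. With a GC trend given to 2 libraries, both were found, and unchanged genes called fell from 30 to 12 with GC offsets and to 3 in the other 14 libraries. This trend was linear and was not matched in size or shape to that of the real pair. The simulated spread was estimated from all real libraries, the pair among them. These counts therefore do not measure how many calls in the real data are false.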

Results

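Transcript levels were compared in the stomach corpus of wild-type (WT) C57BL/6 mice and of congenic TTPΔARE mice, each in the conditions A and S. Tristetraprolin (TTP), the product of the gene Zfp36, binds AU-rich elements in transcripts and promotes their decay. The TTPΔARE allele lacks the AU-rich element of its own transcript. The title of the study concerns TTP, gastric metaplasia and inflammation, so the comparisons address the response to condition A in each genotype, the difference between genotypes in each condition, and whether the response differs between genotypes. There were 4 libraries per group (WT-S, WT-A, TTP-S and TTP-A) with 17453930 to 25849472 counts each. Pgc, a chief cell transcript, took a share of counts of 11.1% ± 2.58 in WT-S, 6.91% ± 2.14 in WT-A, 11.9% ± 0.339 in TTP-S and 11.2% ± 1.59 in TTP-A (SD, n = 4 each).

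The targeted gene was examined first in each library. Zfp36 was at 62.0 ± 4.73 CPM in WT-S, 72.0 ± 11.9 CPM in WT-A, 122 ± 6.11 CPM in TTP-S and 123 ± 9.54 CPM in TTP-A. Its counts ranged from 1175 to 2038 in the 8 WT libraries and from 2301 to 2935 in the 8 TTPΔARE libraries, and the CPM values of the genotypes did not overlap. The log2 difference of TTP-S from WT-S was 0.98 (SE 0.10, edgeR adjusted p = 0.00044), and that of TTP-A from WT-A was 0.77 (SE 0.10, adjusted p = 0.00159; 14 libraries 0.95, adjusted p = 0.000152). The exact two-sided permutation p was 0.0286 in both, the smallest that the 70 permutations allow. Condition A changed Zfp36 by a log2 of 0.22 in WT (adjusted p = 0.121; 14 libraries 0.037, adjusted p = 0.809) and 0.0080 in TTPΔARE mice (adjusted p = 0.987; 14 libraries 0.0082, adjusted p = 0.955). Without WT-A 1 the WT value was 0.27 (adjusted p = 0.0447), and the sign of the TTPΔARE value changed without TTP-A 1 (-0.026), TTP-A 2 (-0.017) or TTP-S 1 (-0.022). In a fit of only TTP-A and WT-A, the difference of 0.77 had an adjusted p of 0.0565.

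**Figure D1:**
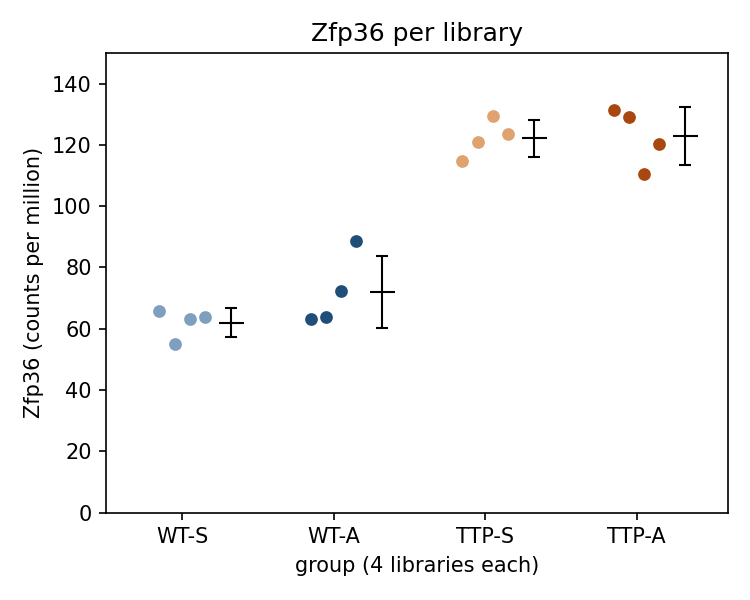
Zfp36 in CPM for each of the 16 libraries by group, with the mean and SD of 4 libraries in black. All 8 TTPΔARE libraries lie at 110 CPM or more and all 8 WT libraries at 88.6 CPM or less.

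A pair of libraries differed from the other 14 in a way that the groups do not explain. In WT-A 3 and WT-A 4, the deviation from the gene medians rose with transcript GC content (Spearman rho across genes 0.72 and 0.74; genes are not independent replicates). The largest absolute rho in the other libraries was 0.30. Genes were put in 10 equal bins by GC content. In the bin with the lowest GC content (median 39.9%) the pair lay at a mean log2 of -0.76, and in the bin with the highest (median 59.6%) at 0.25. Because the pair holds libraries of WT-A only, no comparison can be made within it. Values from the other 14 libraries, in which WT-A has 2, are therefore given beside those from 16.

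**Figure D2:**
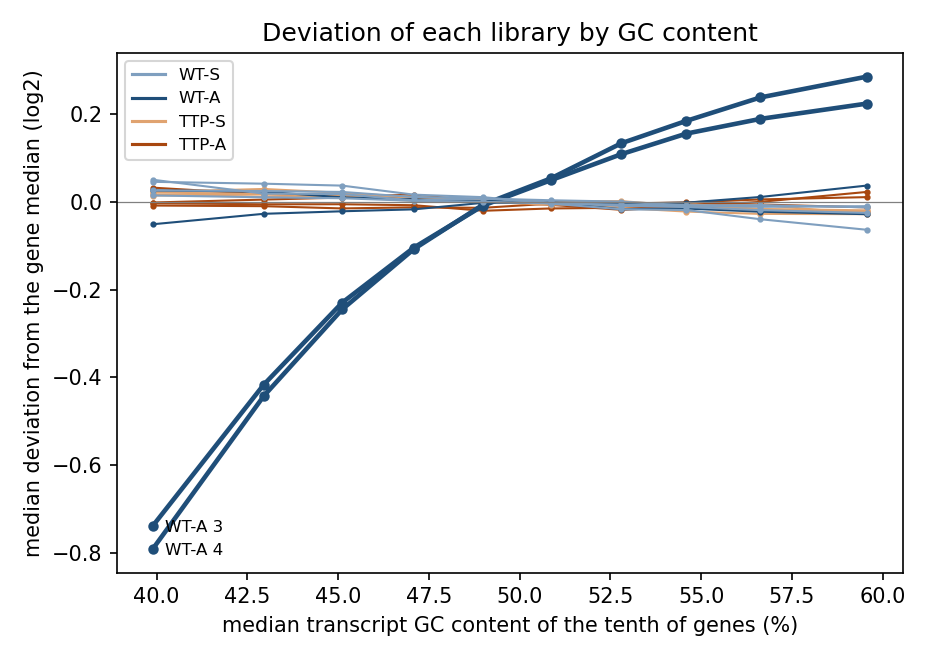
Median log2 deviation of each library from the gene medians, for 10 equal bins of genes by transcript GC content (percent), with 1 line per library coloured by group. The lines of WT-A 3 and WT-A 4 rise from a mean of -0.76 to 0.25, and those of the other 14 libraries stay within 0.0638 of 0.

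Between WT-A and WT-S, 2891 of 15385 genes were called, 1508 higher and 1383 lower in WT-A. In the 14 libraries 1617 genes were called (743 higher, 874 lower), of which 1149 were also called in 16. Among all the alternatives the count moved most when a log2 fold change of at least 1 was required, to 303. It was 1252 without WT-S 2 and 4982 without WT-A 1. By the naming rule, the largest rises were in Ltf (log2 5.34, SE 1.05, adjusted p = 0.00479), Krt6b (4.83, SE 1.37, adjusted p = 0.0254) and Bpifc (3.61, SE 1.15, adjusted p = 0.0399). Ltf was at 0.469 ± 0.577 CPM in WT-S and 18.7 ± 19.4 CPM in WT-A. Krt6b lost its call in 3 of the 8 fits that left out 1 library and Bpifc in 5, with the highest adjusted p without WT-S 2 (0.0784 and 0.11). Within groups, the levels of Krt6b, Bpifc and Ltf followed those of squamous epithelial genes. The largest falls were in Erdr1 (-4.41, SE 0.38, adjusted p = 2.79e-05), Blm (-2.27, SE 0.32, adjusted p = 0.00107) and Slc27a2 (-1.92, SE 0.31, adjusted p = 0.00188). Erdr1 lies in a region of repeated sequence, so its counts are uncertain. All 6 genes were also called in the 14 libraries, with log2 values of 5.90, 5.50, 4.07, -4.58, -2.12 and -2.46.

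Of the 12 lists, 7 differed between WT-A and WT-S by fry. Over all 5 contrasts 16 list tests passed, and 8 of these still passed with the squamous score as a covariate. In WT-A, the glucocorticoid-responsive and proliferation lists changed their call in 1 of 17 alternatives, camera with an estimated correlation. Most of the other WT-A list calls were lost with the squamous covariate. The glucocorticoid-responsive list fell by a median log2 of 0.57 (adjusted p = 0.00194; 14 libraries -0.38, adjusted p = 0.0149), with 5 of 12 members higher. Of its members 9 were called over all genes and 10 adjusted over the list alone. Per1 fell from 96.1 ± 13.8 to 29.9 ± 4.00 CPM (log2 -1.69, adjusted p = 6.05e-06). The scores of this list did not overlap between WT-A and WT-S. The SPEM and mucous neck list rose by 0.75 (adjusted p = 0.0122; 14 libraries 0.0149), with 10 of 12 members higher, 5 called over all genes and 6 adjusted over the list alone. Without WT-S 1 its median was 1.13 (adjusted p = 0.00283). Within it Gpx2 (log2 1.25, adjusted p = 0.00179) and Dmbt1 (1.39, adjusted p = 0.00226) were called. Muc6 was not (0.73, adjusted p = 0.278), except without WT-S 1 (1.53, adjusted p = 0.018). Tff2 did not change beyond its spread (-0.06, SE 0.17, adjusted p = 0.817; 14 libraries -0.34, SE 0.17, adjusted p = 0.213), and its sign turned without WT-A 1 (0.084), WT-S 1 (0.031) or WT-S 4 (0.0088). The parietal list fell by 0.40 (adjusted p = 0.0106; 14 libraries 0.00482) in all 10 members, 7 of them called over all genes and 7 adjusted over the list alone. The proliferation list rose by 0.52 (adjusted p = 0.00574; 14 libraries 0.0128) in all 10 members, 6 of them called over all genes and 10 adjusted over the list alone.

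Inflammatory lists also rose in WT-A, though not past the threshold in 14 libraries. The T cell list rose by 0.85 (5 of 9 members tested, adjusted p = 0.0106; 14 libraries 0.54, adjusted p = 0.0744), with 2 members called over all genes and 3 adjusted over the list alone. The neutrophil list rose by 1.17 (3 of 7 members tested, adjusted p = 0.0141; 14 libraries 0.89, adjusted p = 0.0891), with 2 called by either adjustment. The list of reported TTP targets rose by 0.38 (6 of 12 members tested, adjusted p = 0.0106; 14 libraries 0.42, adjusted p = 0.0608), with 2 called over all genes and 3 adjusted over the list alone. In it Tnf was at or under 3 counts in all WT-S libraries and was at least 4.20-fold higher in WT-A. The chief cell list fell by 0.68 without passing the threshold (adjusted p = 0.0632; 4 of 5 members called by either adjustment). It passed in 14 libraries (-0.998, adjusted p = 0.00482), without WT-A 4 (-0.89, adjusted p = 0.00714) and without WT-S 1 (-0.74, adjusted p = 0.0401). Chia1, a member, fell by 1.65 (adjusted p = 0.00147). Macrophage (0.33, adjusted p = 0.12), interferon response (0.30, adjusted p = 0.535), eosinophil (0.53, adjusted p = 0.273; 1 member tested) and B and plasma cell lists (-0.25, adjusted p = 0.873; 2 members tested) did not pass the threshold, nor did they in 14 libraries (adjusted p = 0.428, 0.525, 0.0722 and 0.979). Of the macrophage list 3 members were called over all genes and 4 adjusted over the list alone, and of the B and plasma cell list 2 by either adjustment.

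**Figure D3:**
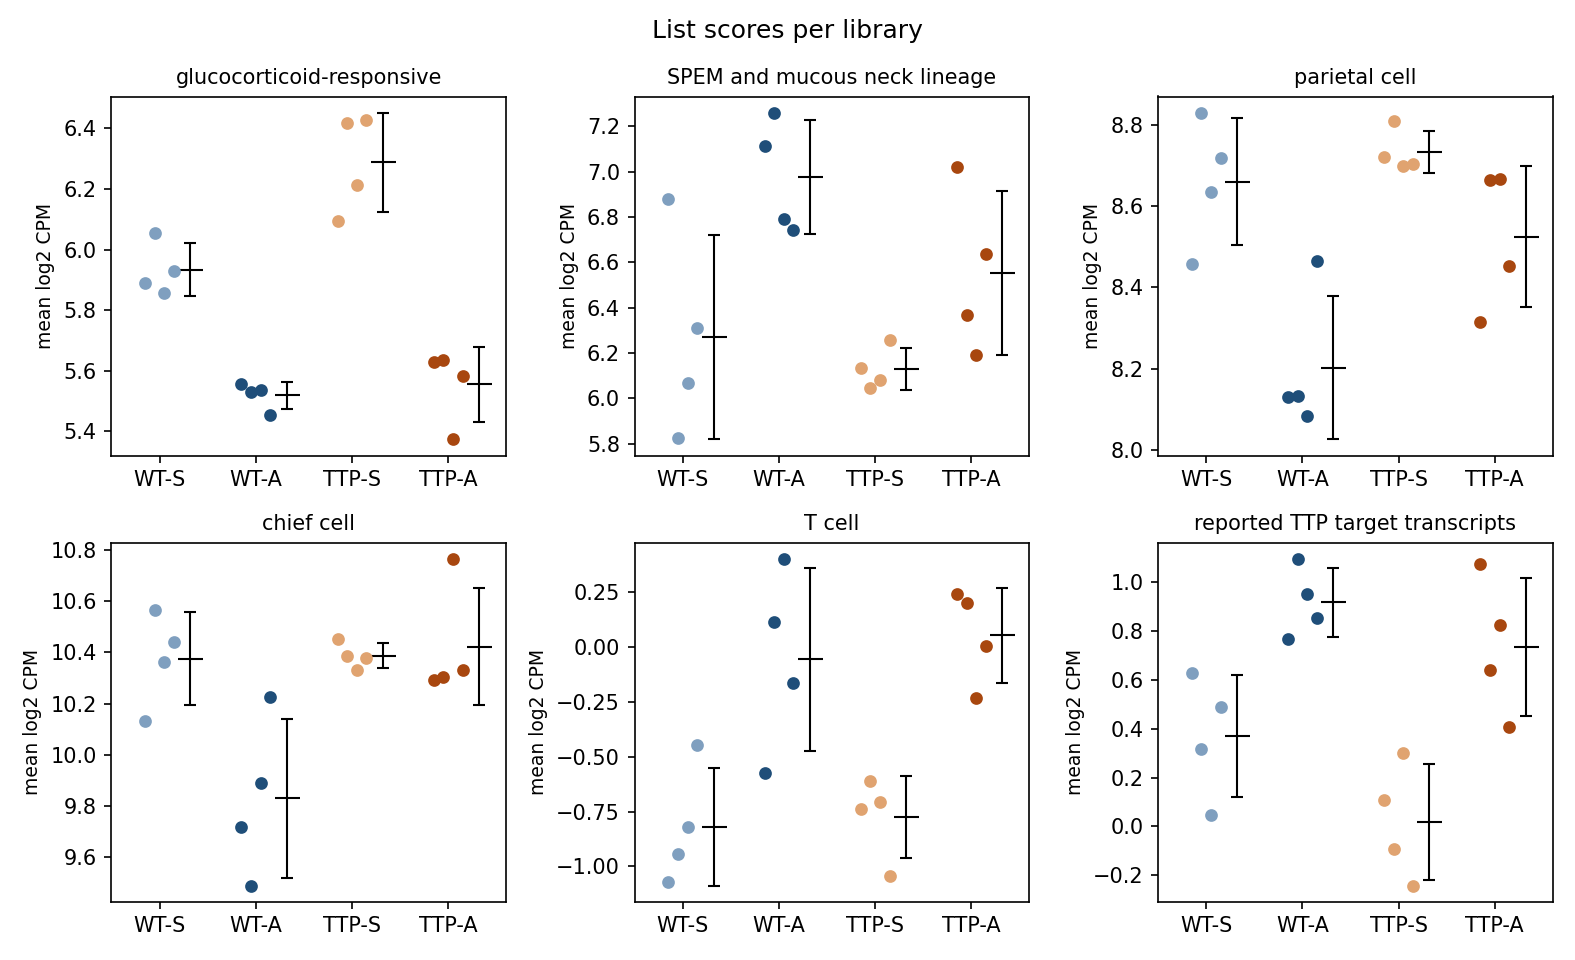
Scores of 6 lists (mean log2 CPM of the tested members) in each of the 16 libraries by group, with the mean and SD of 4 libraries in black. The glucocorticoid-responsive score of all 8 A libraries is at most 5.64 and that of all 8 S libraries at least 5.86.

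In TTPΔARE mice the same comparison called 446 genes, 239 higher and 207 lower in TTP-A than in TTP-S. In the 14 libraries, which include all 8 of this comparison, 974 genes were called (493 higher, 481 lower), and all 446 were among them. The count was 60 without TTP-A 1 and 944 without TTP-A 2. In fits of only the groups compared the order of the genotypes reversed, with 612 genes in WT and 1132 in TTPΔARE mice. With limma voom the counts were 3003 and 2346. The counts of 2891 and 446 thus do not measure which genotype responded more. The largest rises by the rule were in Rnase2a, Itln1 and Myh7b. Rnase2a and Itln1 were at or under 3 counts in all TTP-S libraries and were at least 15.8-fold and 12.5-fold higher in TTP-A (adjusted p = 0.0495 and 0.00633). Rnase2a lost its call in 7 of the 8 fits that left out 1 library (highest adjusted p = 0.179, without TTP-A 1), and both belong to families of similar genes that can share reads. Myh7b rose by a log2 of 4.58 (SE 0.62, adjusted p = 0.00145). Zbtb16 (-2.56, SE 0.31, adjusted p = 0.000466), Adamtsl2 (-2.39, SE 0.32, adjusted p = 0.00144) and Mchr1 (-2.14, SE 0.33, adjusted p = 0.00488) had the largest falls.

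Between TTP-A and TTP-S, 4 lists differed. The glucocorticoid-responsive list fell by 0.89 (adjusted p = 5.12e-05; 14 libraries 0.000294), with 7 of 12 members called over all genes and 8 adjusted over the list alone. Per1 fell from 108 ± 18.0 to 36.1 ± 1.31 CPM (log2 -1.58, adjusted p = 1.51e-05). The list of reported TTP targets rose by 0.85 in all 6 tested members (adjusted p = 0.00194; 14 libraries 0.00482), with 1 called over all genes and 4 adjusted over the list alone. Its median was 0.46 without TTP-A 1 (adjusted p = 0.0113). The T cell list rose by 1.13 (adjusted p = 0.0106; 14 libraries 0.0101), with 1 called over all genes and 3 adjusted over the list alone. The eosinophil list, of which only Siglecf was tested, rose by 1.22 (adjusted p = 0.0193; 14 libraries 0.0128), with that gene called by either adjustment. The call of Siglecf over all genes was lost in 7 of the 8 fits that left out 1 library (highest adjusted p = 0.15, without TTP-A 1), and the list did not pass without TTP-A 4 (1.11, adjusted p = 0.0531) or TTP-S 4 (1.15, adjusted p = 0.0551). Its interaction adjusted p was 0.311. The SPEM list (0.32, adjusted p = 0.163), the parietal list (-0.13, adjusted p = 0.219), the neutrophil list (0.48, adjusted p = 0.163) and the proliferation list (0.08, adjusted p = 0.536) did not pass, and their interaction adjusted p-values were 0.367, 0.219, 0.376 and 0.0632. The SPEM median was 0.20 without TTP-A 1 (adjusted p = 0.381). Of the 12 SPEM members 9 were higher, with 3 called over all genes and 6 adjusted over the list alone. Gpx2 (0.83, adjusted p = 0.0369) and Sox9 (0.41, adjusted p = 0.0297) were called, and each lost its call in 7 of the 8 fits that left out 1 library. With camera at its preset correlation the SPEM (adjusted p = 0.0266), parietal (0.0145) and macrophage lists (0.01) passed. Macrophage (0.30, adjusted p = 0.158), interferon response (-0.09, adjusted p = 0.831), chief cell (-0.05, adjusted p = 0.77) and B and plasma cell lists (1.12, adjusted p = 0.12) did not pass either. None of these 8 lists passed in the 14 libraries (lowest adjusted p = 0.127). Muc6 rose by 2.13 (SE 0.50, adjusted p = 0.0352), a call that was lost in 7 of those 8 fits (highest adjusted p = 0.149, without TTP-A 1, with a log2 of 1.63), and its interaction was 1.39 (adjusted p = 0.343).

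The response of the same genes was then read in the other genotype. The 1508 genes called higher in WT-A had a median log2 of 0.45 there and 0.14 in TTP-A against TTP-S, with 81.0% of the same sign. The 1383 called lower had a median of -0.43 and of -0.10 in TTPΔARE mice, also with 81.0% of the same sign. Selection on one contrast inflates its own size, so the sizes of the 2 medians are not compared. In the 14 libraries the medians in TTPΔARE mice were 0.21 and -0.12. Without WT-A 1 they were 0.09 and -0.05. In reverse, the 239 genes called higher in TTP-A had a median of 0.60 in WT mice (93.7% of the same sign; 14 libraries 0.43), and the 207 called lower had a median of -0.26 (82.6% of the same sign; 14 libraries -0.23). The latter was -0.53 without TTP-A 1. In all, 218 genes were called in both genotypes, each in the same direction. There were 307 such genes in the 14 libraries, 301 of them called in the same direction. Across all genes tested the fold changes in the 2 genotypes, which share no library, had a Spearman rho of 0.35 (14 libraries 0.40).

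**Figure D4:**
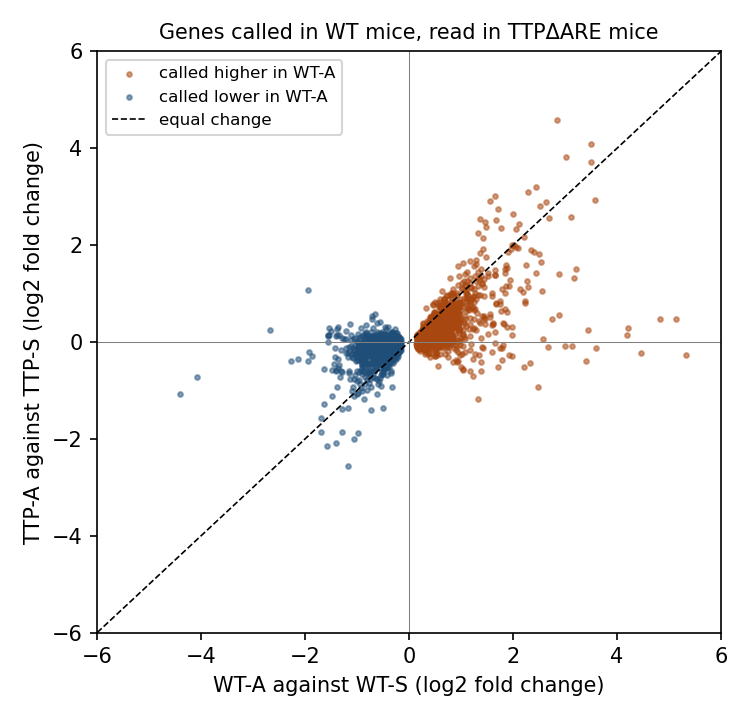
Log2 fold change of the 2891 genes called between WT-A and WT-S (x axis) and of the same genes between TTP-A and TTP-S (y axis), with 1 point per gene and the line of equal change dashed. Genes called higher in WT-A have a median of 0.14 on the y axis and genes called lower a median of -0.10.

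In condition S the genotypes differed in 5 genes, all higher in TTP-S. They were Zfp36 (log2 0.98), Arhgef26 (0.79, SE 0.11, adjusted p = 0.0109), Cyth3 (0.41, adjusted p = 0.0423), Nid1 (0.36, adjusted p = 0.0423) and Loxl2 (0.36, adjusted p = 0.0377). No gene was called lower, and 1153 genes had an unadjusted p under 0.05 in either direction. In the 14 libraries 65 genes were called (47 higher, 18 lower), the 5 among them. Zfp36 alone stayed called in each of the 8 fits that left out 1 library. The highest adjusted p of Arhgef26, Cyth3 and Nid1 was 0.0801, 0.217 and 0.217 without WT-S 3, and that of Loxl2 was 0.156 without WT-S 1. The count was 1 without TTP-S 2 and 15 without WT-S 2. By fry the glucocorticoid-responsive list was higher in TTP-S (0.25, adjusted p = 0.0118; 14 libraries 0.0157; 10 of 12 members higher, 0 called over all genes and 5 adjusted over the list alone). The list of reported TTP targets was lower (-0.66, adjusted p = 0.0235; 14 libraries 0.0608; 2 of 6 members higher, 0 called over all genes and 3 adjusted over the list alone). It did not pass without TTP-S 2, TTP-S 4, WT-S 1 or WT-S 4 (highest adjusted p = 0.0914, without TTP-S 4). The B and plasma cell list, with 2 tested members, was lower (-2.10, adjusted p = 0.0219; 14 libraries 0.0256; 0 called over all genes and 1 adjusted over the list alone), and was lost in 4 of those 8 fits (adjusted p = 0.0914 without TTP-S 4). Jchain was at 3.90 ± 3.25 CPM in WT-S and 0.291 ± 0.163 CPM in TTP-S (log2 -3.74, adjusted p = 0.0828; 14 libraries 0.0205). Its adjusted p ran from 0.0343 without WT-S 2 to 0.318 without TTP-S 2.

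In condition A the genotypes differed in 796 genes, 442 higher and 354 lower in TTP-A than in WT-A. As the pair set apart by GC content belongs to WT-A, this count rests on it in part. In the 14 libraries 279 genes were called (196 higher, 83 lower), of which 147 were also called in 16. The count was 90 without WT-A 3, 3205 without WT-A 1, and 1 in a fit of only these 2 groups. Erdr1 (log2 3.67, SE 0.39, adjusted p = 0.00045), Blm (1.87, SE 0.32, adjusted p = 0.0111) and Slc27a2 (1.72, SE 0.31, adjusted p = 0.0123) had the largest rises by the rule. Slc9a3 (-2.57, SE 0.63, adjusted p = 0.0333), Ccl24 (-2.04, SE 0.47, adjusted p = 0.0289) and Hamp (-1.76, SE 0.44, adjusted p = 0.0361) had the largest falls. In the 14 libraries Erdr1 and Slc27a2 were called, and Blm (adjusted p = 0.0522), Slc9a3 (0.089), Ccl24 (0.0732) and Hamp (0.0508) were not. Slc9a3 lost its call in 5 of the 8 fits that left out 1 library (highest adjusted p = 0.0927, without TTP-A 3), Ccl24 in 4 (0.105, without WT-A 3) and Hamp in 4 (0.0918, without TTP-A 3). By fry the chief cell list was higher in TTP-A (0.78, adjusted p = 0.0196; 14 libraries 1.09, adjusted p = 0.00349; 4 of 5 members higher, 2 called over all genes and 4 adjusted over the list alone). It did not pass without WT-A 2 (0.65, adjusted p = 0.0589). The parietal list was higher in all 10 members (0.32, adjusted p = 0.0402; 14 libraries 0.0149; 3 called over all genes and 6 adjusted over the list alone), and did not pass in 6 of the 8 fits that left out 1 library (highest adjusted p = 0.134, without TTP-A 3). The SPEM list was lower in TTP-A without passing (-0.37, adjusted p = 0.0776; 14 libraries 0.0579), with 2 of 12 members higher. It passed without TTP-A 1 (-0.51, adjusted p = 0.03). Its members Gpx2 (-0.98, adjusted p = 0.0176) and Dmbt1 (-1.08, adjusted p = 0.0232) were called. The proliferation list was lower in all 10 members (-0.25, adjusted p = 0.0776; 14 libraries 0.0904) and passed in 2 of those 8 fits. The reported TTP target list did not pass (-0.45, adjusted p = 0.163; 14 libraries 0.266), with 2 of 6 members higher. Of its members Ptgs2 was called higher (0.95, adjusted p = 0.0271) and Ier3 lower (-0.38, adjusted p = 0.0297). Neither was called in the 14 libraries (adjusted p = 0.114 and 0.062). T cell (0.11, adjusted p = 0.536), neutrophil (-0.79, adjusted p = 0.416) and macrophage lists (-0.18, adjusted p = 0.796) did not pass either. Smooth muscle genes were lower in TTP-A in all 8 members of their list (-0.31, adjusted p = 0.104; 14 libraries -0.25, adjusted p = 0.294). Bhlha15, a transcription factor of chief cells, was higher by 0.84 (SE 0.16, adjusted p = 0.015), and without TTP-A 3 by 0.74 (adjusted p = 0.0604).

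The difference between the responses was tested by the interaction, in which 9 genes were called, 5 higher and 4 lower. In the 14 libraries 44 were called (27 higher, 17 lower), including all 9. The count was 2 without TTP-S 3 and 231 without WT-A 1. The genes with a positive interaction were Erdr1 (log2 3.34, SE 0.48, adjusted p = 0.0188), Creg2 (1.69, SE 0.22, adjusted p = 0.00795), Aldh1l2 (1.23, SE 0.21, adjusted p = 0.0415), Nucb2 (0.99, SE 0.15, adjusted p = 0.0284) and Ero1lb (0.91, SE 0.11, adjusted p = 0.00634). Those with a negative interaction were Dmbt1 (-2.00, SE 0.33, adjusted p = 0.035), Krt7 (-1.79, SE 0.30, adjusted p = 0.0415), Eln (-1.24, SE 0.20, adjusted p = 0.035) and Lbh (-0.66, SE 0.11, adjusted p = 0.035). Nucb2, Ero1lb and Lbh were named after their values were seen. Creg2 and Ero1lb stayed called in each of the 16 fits that left out 1 library, and the other 7 did not. Erdr1 had its highest adjusted p of 0.0657 without TTP-S 4, as had Aldh1l2 and Krt7 (0.136 each) and Dmbt1, Eln, Nucb2 and Lbh (0.122 each). For all other genes tested, the difference between the responses of the genotypes did not pass the threshold, although 2344 genes had an unadjusted p under 0.05. None of the 12 lists passed in the interaction by fry, and 3 had an unadjusted p under 0.05. With camera at its preset correlation the proliferation (adjusted p = 0.000681), parietal (0.0145), glucocorticoid-responsive (0.0148) and chief cell lists (0.0283) passed. The chief cell list (0.67, adjusted p = 0.0806) passed in the 14 libraries (1.07, adjusted p = 0.00726) and without WT-A 4 (0.94, adjusted p = 0.0101). The proliferation list (-0.41, adjusted p = 0.0632) passed in 5 of the 16 fits that left out 1 library, with the lowest adjusted p without TTP-S 3 (-0.46, adjusted p = 0.0239).

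In all, 16 of the 60 list tests had an adjusted p under 0.05 by fry, and 14 did in the 14 libraries. With the preset correlation of 0.01, camera called 25 tests, 15 of which were also called by fry. With an estimated correlation camera called 0 of 60, with 7 at an unadjusted p under 0.05, so 15 preset calls hold under fry and none under the estimated correlation.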

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

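In this part the tests of the squamous score on the interaction genes and of GC offsets on the outlying values were chosen before their results were seen, and all others after.

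The responses of the genotypes to condition A differed by the interaction test in 9 genes. The log2 values were 3.34 for Erdr1, 1.69 for Creg2, 1.23 for Aldh1l2, 0.99 for Nucb2, 0.91 for Ero1lb, -0.66 for Lbh, -1.24 for Eln, -1.79 for Krt7 and -2.00 for Dmbt1. Each was called in WT mice and not in TTPΔARE mice. Creg2 fell by 1.55 in WT and changed by 0.14 in TTPΔARE mice, and Dmbt1 changed by 1.39 and -0.61. Of 100 splits of the libraries, drawn at random with the real one included, 3 gave as many genes. The 2 others, with 100 and 9 genes, kept the 4 WT-A libraries together. Splits that broke up these 4 libraries gave at most 1 gene, so most of the 100 could hardly reach 9. The remaining splits that kept WT-A together gave 1 to 6 genes. With WT-A kept together, the splits therefore do not set the real grouping of the S libraries apart. Because WT-A holds the pair set apart by GC content, the interaction test was repeated without this pair. In it 9 of the 9 genes were called, which argues against that trend as the cause. Squamous tissue in the biopsy was weighed by the correlation of each gene with the squamous score within groups. The median absolute correlation was 0.30 for the 9 genes and 0.18 for all genes, and 6.8% of 10000 random sets of 9 genes had a median as high. With the squamous score as a covariate 0 genes were called, with 1542 at an unadjusted p under 0.05. Each of the 9 genes kept its sign in all 27 alternatives, the covariate among them. Nucb2 stayed at 0.70 or more, Creg2 at 1.55 or more and Dmbt1 at -1.80 or lower. The contribution of such tissue cannot be told apart from the response, because the covariate removed the calls and not the changes. A difference between the genotypes in their response to condition A, which the interaction tests, stays among the open explanations.

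Erdr1 was near 0 in WT-A (0.395 ± 0.311 CPM, 2 to 20 counts) and at 8.60 ± 2.12 CPM in WT-S, 10.8 ± 1.76 in TTP-S and 5.15 ± 1.72 in TTP-A. With the pair set apart by GC content left out its fall was -4.58, which argues against that trend. Erdr1 was also lower in TTP-A than in TTP-S (-1.07, SE 0.29), with no overlap between the libraries, although its adjusted p of 0.0547 did not pass the threshold. That fall was seen in other mice, so it cannot decide whether a variant carried by the WT-A mice alone brought Erdr1 near 0 there. With an interaction of 3.34, such a variant stays open. Nnt and Wdfy1, which differ between substrains of C57BL/6, were also examined, and were chosen after their values were seen. Nnt changed by 0.20 (SE 0.23) and Wdfy1 by 0.07 (SE 0.17) between WT-A and WT-S, with overlapping libraries, which argues against a difference between substrains at these loci as what sets WT-A apart from WT-S. Between genotypes Nnt was at -0.76 (SE 0.23, adjusted p = 0.0609) in condition A and Wdfy1 at 0.48 (SE 0.17, adjusted p = 0.458) in condition S, also with overlapping libraries and short of the threshold. A difference in background between the WT and TTPΔARE mice thus stays open. The neighbouring symbol Mid1 fell by 1.41 on the log2 scale (adjusted p = 0.00209) and G530011O06Rik had 0 to 3 counts in WT-A and 11 to 30 in WT-S. Reads shared between copies in this region may thus contribute and cannot be told apart from a change in expression, because the handling of such reads is not stated. A biological effect of condition A is also open and was not tested further.

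Among 122 groups of 4 libraries, 7 had a library far from the other 3, where 6.1 would arise by chance. The values were a parietal score of 8.46 in WT-A 4 (others 8.08 to 8.13), a chief cell score of 10.8 in TTP-A 3 (others 10.3), a macrophage score of 3.19 in TTP-S 4 (others 3.71 to 3.77), and log2 CPM of -3.51 for Itln1 in TTP-S 4 (others -2.96 to -2.86), 1.79 for Zbtb16 in TTP-A 3 (others 2.24 to 2.28), 5.49 for Aldh1l2 in TTP-A 3 (others 5.12 to 5.18) and 5.03 for Krt7 in TTP-S 4 (others 4.59 to 4.64). Itln1 is at or under 3 counts in that group. The one-sided exact binomial p for 7 or more was 0.41, so by number alone ordinary scatter would give as many. This p treats the groups as independent, which values from the same libraries are not. The 7 values lay in 3 libraries, with 3 each in TTP-A 3 and TTP-S 4. The outlying library had the lowest total count of its group in 1 of the 7, which argues against depth. After GC offsets 5 of the 7 still stood apart, and the parietal score of WT-A 4 and Aldh1l2 did not. GC content may thus account for the parietal score of WT-A 4, which is a library of the pair, and not for the 5. No biological explanation was tested for single libraries.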

How the results depend on the processing

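The alternatives named in advance and those chosen after seeing the data (the 14 libraries, the term for the GC pair, GC offsets, the squamous covariate and the newer quasi-likelihood fit) were each changed singly. Counts of called genes are given in the order WT-A against WT-S, TTP-A against TTP-S, TTP-S against WT-S, TTP-A against WT-A and interaction. In 16 libraries they were 2891, 446, 5, 796 and 9. With DESeq2 size factors, at least 10 counts in 4 libraries, or no filter beyond 1 count, each stayed within 1.5 times of these.

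A minimum log2 fold change of 1 gave 303, 129, 0 and 59 genes in the pairwise contrasts, by construction of a stricter threshold, with 114 genes at an unadjusted p under 0.05 and that fold change in place of the 0. The DESeq2 Wald test gave 863, 100, 1636 and 262 genes for the last 4, and limma voom gave 2346 for TTP-A against TTP-S, 175 for TTP-S against WT-S and 171 for the interaction. The newer quasi-likelihood fit gave 9 genes for TTP-S against WT-S. A fit of only the groups compared gave 612, 1132, 42 and 1. The cause was not tested.

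The 14 libraries gave 1617, 974, 65, 279 and 44 genes. The term for the pair gave 1496, 982, 78, 190 and 28. TTP-A against TTP-S and TTP-S against WT-S compare no WT-A library. Their counts could thus move with the pair only through the scaling and the spread shared by all groups in the fit. GC offsets gave 763 for TTP-A against TTP-S, 29 (20 higher, 9 lower) for TTP-S against WT-S and 24 for the interaction. The squamous covariate gave 801, 2, 175 and 0 for all but TTP-A against TTP-S, and with the 0 stood 1542 genes at an unadjusted p under 0.05. The cause of these changes was not tested further.

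Across the fits that each left out 1 library, counts ranged from 1252 to 4982, from 60 to 944, from 1 to 15, from 90 to 3205 and from 2 to 231. The cause was not tested.

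Libraries with the same replicate number did not, as a rule, deviate together. A pairing in the design that left no trace in expression cannot be excluded by this. Correlations of the deviations of 24 same-numbered pairs ran from -0.51 to 0.33, with a median of -0.09 and 7 over 0.1. With the replicate number as a block the counts were 2853, 427, 5, 624 and 4, and list calls were 17 of 60. Of the 5 for TTP-S against WT-S 4 were higher and 1 lower, and 2 were shared with the 5 called without the block (Zfp36 and Arhgef26).

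Zfp36 passed the adjusted p threshold between genotypes under each alternative it was refitted with, except the fit of only TTP-A and WT-A (0.77, adjusted p = 0.0565). Its log2 differences of 0.98 and 0.77 are under the minimum of 1. Between TTP-A and TTP-S its value of 0.0080 turned to -0.00036 with voom and -0.0056 with GC offsets, and ranged from -0.026 to 0.056 over the fits that left out 1 library. Between WT-A and WT-S it ranged from 0.10 to 0.27 over those fits, was called only without WT-A 1 (0.27, adjusted p = 0.0447), and was lowest with the term for the pair (0.034, adjusted p = 0.852). Tff2 between WT-A and WT-S ranged from -0.21 to 0.084 over those fits and was lowest with the term for the pair (-0.35, adjusted p = 0.21). The cause was not tested.

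Of 60 list tests, 16 were called by fry, 0 by camera with an estimated correlation (7 at an unadjusted p under 0.05), 25 with the preset correlation, 8 with the squamous covariate, and 12 to 19 when 1 library was left out. The cause was not tested. The median response in TTPΔARE mice of genes called higher in WT-A, 0.14, became 0.89 with a minimum log2 fold change of 1 and 0.23 with the term for the pair. That of genes called lower, -0.10, became -0.31 with the minimum. In WT mice, genes called in TTP-A changed from 0.60 to 1.16 and from -0.26 to -0.79 with the minimum. The last ranged from -0.53 to -0.21 when 1 library was left out. The cause was not tested.

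Of the values of single genes, 23 of 70 lost their call with the squamous covariate, 17 of 60 in the fit of only the groups compared, 13 with the replicate block, 9 with the term for the pair and 8 in the 14 libraries. When 1 library was left out, 41 of 70 changed in at least 1 fit. Low counts limit some lists at this depth: 5 of 9 for T cells, 3 of 7 for neutrophils, 2 of 7 for B and plasma cells, 1 of 5 for eosinophils and 6 of 12 reported TTP targets had enough counts to be tested, against 9 of 9 for macrophages.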

Other observations

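In this part the tests of genes near Zfp36 in 16 libraries, of transcript length, of the share of genes that rise with the squamous score, of surface mucous and endocrine genes and of the most abundant genes were chosen before their results were seen, and all others after.

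For each pairwise contrast, 1 of the 35 splits of its 8 libraries, the real one, gave as many called genes. The next largest split gave 381 genes for WT-A against WT-S, 1 for TTP-A against TTP-S, 0 for TTP-S against WT-S and 5 for TTP-A against WT-A. The congenic allele could bring neighbouring variants with it. Among the 200 tested genes nearest to Zfp36, 100 on each side in the order of the table, 9 (4.50%) were called between TTP-A and WT-A, against 5.18% elsewhere (one-sided Fisher's exact p = 0.712), and 786 of the called genes lay elsewhere. The shares were 2.50% and 1.80% in the 14 libraries (one-sided Fisher's exact p = 0.295). This argues against such variants as the cause of most calls in condition A, and a part in the 9 genes stays open. Between TTP-S and WT-S too few genes were called in 16 libraries for this test. In the 14 libraries the shares were 0.50% near Zfp36 and 0.41% elsewhere (one-sided Fisher's exact p = 0.568). With 1 called gene near Zfp36, this does not decide the question for condition S. All 200 genes lie on the chromosome of Zfp36 in the assembly GRCm38.p6, in the order of the table.

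WT-A 3 and WT-A 4 were both below all 14 other libraries in 3151 genes and above them in 2110, where chance gives 0.833% of 15385 genes each way. Their mean deviation changed by 1.02 on the log2 scale from the lowest to the highest of 10 bins by GC content and rose at all 9 steps. The largest range over the bins in another library was 0.109. With GC content held, the partial rho with transcript length was -0.11, against 0.74 for GC content with length held, so length accounts for less. WT-A 2 had the highest squamous score of WT-A (5.89; WT-A 3 4.52, WT-A 4 1.36) and a rho with GC content of 0.16, which argues against squamous tissue. A difference in library preparation is consistent with the trend over the bins of 1.02, and the labels give no batch to test it with. Of the genes called between WT-A and WT-S, 1149 were called in both 16 and 14 libraries, which argues against GC content as their whole cause. In the fit of the 14 libraries, the fold changes of the genes called there had a rho with GC content of 0.14, and those of all genes 0.12. In the other 1742, called only with the pair, the log2 fold changes in 16 libraries followed GC content across genes (rho 0.71). The same rho was 0.49 for the 1149 genes and 0.52 for all genes. The median size of the 1742 fell from 0.36 to 0.21 in the 14 libraries, and that of the 1149 from 0.58 to 0.51. As the 1742 were chosen by the loss of their call there, a fall in their size is partly built in. GC content is a candidate explanation for part of these 1742 calls.

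Squamous epithelium of the neighbouring forestomach varied between libraries, with scores from -2.61 to 5.89. Krt13, the most abundant of the 9 tested members of 10, ranged from 0.763 to 250 CPM. The list itself changed by a median of 2.86 between WT-A and WT-S (fry adjusted p = 0.201 among the lists of other tissues). Of the 1508 genes called higher in WT-A, 64.5% rose with the score within groups, against 52.0% of all genes, so such tissue may contribute to part of them. With the score as a covariate, 782 of the 2891 genes were still called, which argues against it for these. Krt6b, Bpifc and Ltf had within-group correlations with the score of 0.93, 0.94 and 0.74, the lowest being 0.74, so squamous tissue is a candidate source of their rise. Ltf kept its call in all 20 alternatives, the squamous covariate among them (log2 at least 3.31, adjusted p at most 0.0453). Krt6b and Bpifc lost theirs in 6 and 8 of 20. For Ltf such tissue is thus a candidate for part of the rise only.

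The SPEM and mucous neck list rose in WT-A by 0.75 while the parietal list fell by 0.40. A smaller share of glands in the biopsy would lower both, so it is argued against as the cause of the pair of changes. For the parietal fall alone, a larger share of muscle would also lower surface mucous and endocrine genes. The surface mucous score (Gkn1, Gkn2, Tff1 and Muc5ac) changed by -0.38 (pooled SD 0.18) and the endocrine score (Chga, Hdc, Ghrl and Sst) by -0.40 (pooled SD 0.37) in WT-A. The endocrine members moved apart, with log2 changes of -0.89 for Hdc, -0.53 for Chga, -0.026 for Ghrl and 0.0029 for Sst. The smooth muscle list rose by 0.36 in all 8 members (fry adjusted p = 0.104; 14 libraries 0.26, adjusted p = 0.294). A larger muscle share therefore stays open, and the endocrine genes do not bear it out evenly. A loss of parietal cells in condition A is also open, as untested. In TTPΔARE mice the surface mucous score changed by -0.66 (pooled SD 0.27) with the smooth muscle list at 0.02, so this score can fall without a rise in muscle genes. Between WT-A and WT-S the exocrine pancreas list (3 of 10 members tested) changed by 0.15 and the adipose list (7 of 7) by 0.10 (adjusted p = 0.685 each). Both had the opposite sign in the 14 libraries (-0.16, adjusted p = 0.0624, and -0.59, adjusted p = 0.314). Between TTP-A and WT-A the pancreas list was higher by 0.31 (adjusted p = 0.201) and passed in the 14 libraries (0.71, adjusted p = 0.00383), and the smooth muscle list was lower in all 8 members (-0.31, adjusted p = 0.104), with 4 called over all genes and 5 adjusted over the list alone. The other 7 members of the pancreas list, Cpa1 and Prss2 among them, had at most 9 counts in any library, while Clps had 206407 to 441119. Pancreas would bring its abundant transcripts together, so this argues against pancreas tissue as the source of the change in the 3 tested members. For the higher parietal and chief cell lists in TTP-A, a smaller share of muscle would also raise surface mucous and endocrine genes. Between TTP-A and WT-A the surface mucous score changed by -0.16 (pooled SD 0.30) and the endocrine score by 0.31 (pooled SD 0.35). Both are within their spread and opposite in sign, so they do not decide the question.

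The treatment label of S names SPEM, yet the SPEM list was higher in A. An exchange of A and S labels among some libraries was weighed by the glucocorticoid-responsive score, which adrenalectomy would lower. The lowest score of the S libraries was 0.22 above the highest of the A libraries, which argues against an exchange. WT-S 1 had the highest SPEM score of WT-S (6.88). Its glucocorticoid-responsive score was 5.89, within the range of the S libraries (5.86 and above), which argues against a mislabelled A library. The reason for its SPEM score was not tested further.

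The 20 most abundant genes took 17.1% to 30.6% of the counts of a library, and 6 of them were list members. With these genes left out, 16 list tests were called, the same number as with them. Whether they were the same tests was not compared. This argues against a few abundant genes as the cause of the number of list calls, and leaves single calls open.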
